# Positive feedback between retinoic acid and 2-phospho-L-ascorbic acid trisodium salt during somatic cell reprogramming

**DOI:** 10.1186/s13619-020-00057-1

**Published:** 2020-10-01

**Authors:** Mengdan Zhang, Qian Li, Tingting Yang, Fei Meng, Xiaowei Lai, Lining Liang, Changpeng Li, Hao Sun, Jiaqi Sun, Hui Zheng

**Keywords:** Reprogramming, L-ascorbic acid, Retinoic acid, Positive feedback, Mesenchymal-epithelial transition

## Abstract

Retinoic acid (RA) and 2-phospho-L-ascorbic acid trisodium salt (AscPNa) promote the reprogramming of mouse embryonic fibroblasts to induced pluripotent stem cells. In the current studies, the lower abilities of RA and AscPNa to promote reprogramming in the presence of each other suggested that they may share downstream pathways at least partially. The hypothesis was further supported by the RNA-seq analysis which demonstrated a high-level overlap between RA-activated and AscPNa activated genes during reprogramming. In addition, RA upregulated *Glut1/3*, facilitated the membrane transportation of dehydroascorbic acid, the oxidized form of L-ascorbic acid, and subsequently maintained intracellular L-ascorbic acid at higher level and for longer time. On the other hand, AscPNa facilitated the mesenchymal-epithelial transition during reprogramming, downregulated key mesenchymal transcriptional factors like *Zeb1* and *Twist1*, subsequently suppressed the expression of *Cyp26a1/b1* which mediates the metabolism of RA, and sustained the intracellular level of RA. Furthermore, the different abilities of RA and AscPNa to induce mesenchymal-epithelial transition, pluripotency, and neuronal differentiation explain their complex contribution to reprogramming when used individually or in combination. Therefore, the current studies identified a positive feedback between RA and AscPNa, or possibility between vitamin A and C, and further explored their contributions to reprogramming.

## Background

In 2006, Yamanaka and colleagues introduced four transcription factors into mouse embryonic fibroblasts (MEFs) and successfully generated induced pluripotent stem cells (iPSCs) (Takahashi and Yamanaka 2006). Then, the abilities of small-molecular compounds, including vitamins, to regulate reprogramming have attracted great attention (Esteban et al. 2010; Wang et al. 2011a).

Vitamin C (Vc) promotes reprogramming and increases the quality of generated iPSCs (Esteban et al. 2010; Esteban and Pei 2012). Mechanisms involving Vc-dependent H3K36 demethylases, *Nanog* and other pluripotency genes, and Ten-eleven translocation 1 (Tet1) have been reported (Wang et al. 2011b; Gao et al. 2013; Wu et al. 2014; Chen et al. 2013). Normally, 2-phospho-L-ascorbic acid trisodium salt (AscPNa) is used to provide L-ascorbic acid (Asc) during reprogramming with the help from phosphatase (Austria et al. 1997; Kameyama et al. 1996). Sodium-dependent vitamin C transporters (SVCTs) transport Asc into cells and maintain its intracellular concentration (Linster and Van Schaftingen E. Vitamin C. 2007). L-dehydroascorbic acid (DHAA), the oxidized form of Asc, is transported into cells by glucose transporters (GLUTs) and maintains intracellular concentration of Asc after being reduced (Linster and Van Schaftingen E. Vitamin C. 2007). The oxidation-reduction between Asc and DHAA and these membrane transporters, SVCTs and GLUTs, are critical for maintaining the balance of Asc across cell membrane (Wilson 2005).,

Vitamin A (Va) is normally obtained as *all-trans*-retinol, retinyl esters or β-carotene from diet (Mora et al. 2008). Retinoic acid (RA) is synthesized from retinol and activates the transcription of target genes after binding to its nuclear receptors. RA signaling pathway is reported to facilitate somatic cell reprogramming (Wang et al. 2011a; Yang et al. 2015). In addition, Deng and his colleagues generate iPSCs using chemical-defined medium which contains AM580 (agonist of RA receptor α) and TTNPB (a synthetic ligand of RA receptor) (Hou et al. 2013; Zhao et al. 2015; Masuda et al. 2013).

RA removes DNA methylation in embryonic stem cells (ESCs) by upregulating TET2 (Bar-El Dadon and Reifen 2017). In addition, both RA and AscPNa enhance the reprogramming to naïve pluripotency by modulating the levels and activities of TET proteins (Hore et al. 2016). Mesenchymal-epithelial transition (MET) is considered to be an essential process during early stage of fibroblast reprogramming (Li et al. 2010; Shu and Pei 2014). AscPNa promotes MET and facilitates reprogramming of MEFs (Chen et al. 2013). As a MET inducer, *Klf4* is also a downstream target of RA pathway (Li et al. 2017; Shi et al. 2012). Besides, RA is used as a potential chemo-therapeutic agent because of its important role in inhibiting epithelial-mesenchymal transition (EMT) (Cui et al. 2016; Guan et al. 2014). Thus, both RA and AscPNa regulate TET-mediated DNA demethylation and MET.

Therefore, an interaction between the downstream pathways of these two vitamins is possible, and the current studies were performed to confirm this hypothesis.

## Results

### AscPNa and RA impair the abilities of each other to promote reprogramming

To studies the functions of AscPNa and RA during reprogramming, three different kinds of media were used during reprogramming, including conventional mES medium, E8 medium, and N2B27 medium. mES medium contains approximately 15% fetal bovine serum (FBS) and is a traditional medium used for reprogramming (Esteban et al. 2010). The current E8 medium was modified from a previously reported chemical-defined medium, but without AscPNa, TGFβ or Nodal (Chen et al. 2011). N2B27 medium has been used to study the function of RA during reprogramming (Wang et al. 2011a), and B27 supplement without RA was used instead in the current studies.

As indicated in Fig. 1a-d, the Oct4-GFP^+^ colonies were counted on day 12 in the presence of AscPNa. Actually, no Oct4-GFP^+^ colonies were identified on day 12 without AscPNa. Thus, AscPNa promoted reprogramming no matter what kind of medium was used (Fig. 1b-d).

**Fig. 1:**
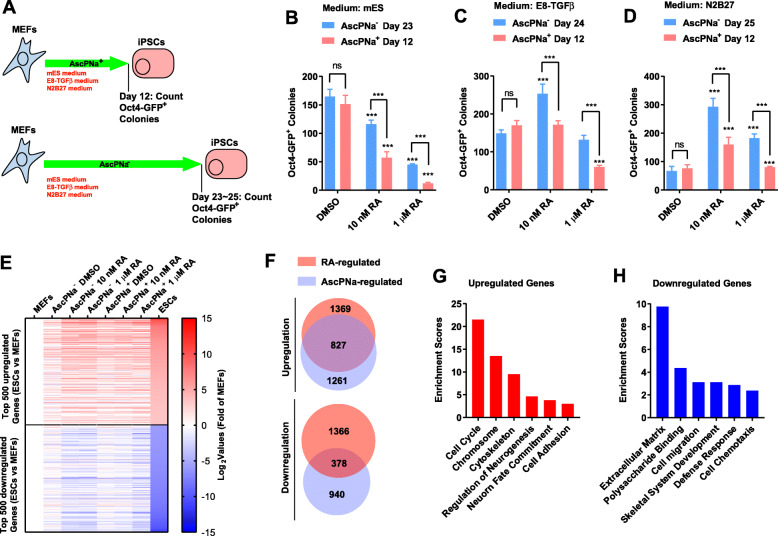
RA and AscPNa promoted reprogramming less in the presence of each other. **a-d** 10 nM RA or 1 μM RA were used during reprogramming of MEFs with or without 0.16 mM AscPNa (**a**). Three different media were used for reprogramming, conventional mES medium (**b**), N2B27 medium (**c**), and E8 medium (**d**). The Oct4-GFP^+^ colonies were counted on day 12 in the presence of AscPNa and on day 23–25 in the absence of AscPNa. By controlling the time points at which the Oct4-GFP^+^ colonies were counted, the numbers of Oct4-GFP^+^ colonies in “DMSO” groups without AscPNa were similar to those in “DMSO” groups with AscPNa. The comparisons were preformed between RA-treated groups and corresponding control (DMSO) groups or between indicated groups with two-way ANOVA (*n* ≥ 5, standard deviations were provided). (E-H) 10 nM or 1 μM RA were used during reprogramming of MEFs with N2B27 medium with or without 0.16 mM AscPNa. RNA-seq was performed on day 6. MEFs and ESCs were used as controls. Top 500 upregulated and downregulated genes were selected and their expression on day 6 during reprogramming was summarized in (**e**). Target genes of RA or AscPNa were selected (Log_2_ change over 1) and compared (**f**). The genes upregulated (**g**) and downregulated (**h**) by both RA and AscPNa were subjected to GO analysis

The abilities of RA to promote reprogramming were concentration- and medium-dependent. Ten nM RA promoted reprogramming with N2B27 or E8 medium, while impaired reprogramming with mES medium (Fig. 1b-d). One μM RA had lower ability than 10 nM RA to promote reprogramming with N2B27 medium, but had higher ability to impair reprogramming with mES medium (Fig. 1b-d). Thus, the inhibitory effects of RA increased along with the increase of RA concentration, while the beneficial effects decreased.

By controlling the time points (day 23–25) at which the Oct4-GFP^+^ colonies were counted, the numbers of Oct4-GFP^+^ colonies in “DMSO” groups during reprograming without AscPNa were similar to those in “DMSO” groups during reprograming with AscPNa (Fig. 1b-d). Although the amounts of Oct4-GFP^+^ colonies were similar, the counting for reprogramming with AscPNa is much earlier (at least 11-day earlier) than that for reprogramming without AscPNa, which confirmed the abilities of AscPNa to promote reprogramming. In addition, when the amounts of Oct4-GFP^+^ colonies were similar in “DMSO” groups during two kinds of reprogramming, it is easier to identify the potential interaction between RA and AscPNa.

As indicated with N2B27 medium in Fig. 1d, the abilities of 10 nM or 1 μM RA to promote reprogramming were significantly impaired in the presence of AscPNa. In addition, although the amounts of Oct4-GFP^+^ colonies were similar in “DMSO” groups during two kinds of reprogramming, less Oct4-GFP^+^ colonies were observed in the presence of AscPNa than in the absence of AscPNa in “10 nM” or “1 μM RA” groups (Fig. 1d). Consistent results were obtained with mES or E8 medium in Fig. 1b-c. Therefore, RA and AscPNa have lower abilities to promote reprogramming in the presence of each other.

### RA and AscPNa share downstream target genes

There are several possible explanations for the observations in Fig. 1b-d. One is the cross-talk or overlap between the downstream pathways of RA and AscPNa. To confirm this, we performed RNA-seq on day 6 during the reprogramming with N2B27 medium. 

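MEFs are the fibroblasts from which reprogramming starts, and ESCs are pluripotent cells that served as its reference end point. RNA-seq libraries of 2 MEF samples and 1 ESC sample were analysed. The MEFs came from the OG2 strain, which carries an Oct4-GFP transgene that reports pluripotency, and from the ICR strain, both at passages 3 to 5. The ESCs were of the R1 line at passage 30 and labelled naive. The paper describes TruSeq libraries sequenced on a NextSeq 500, while the sample labels name a MiSeq and another TruSeq kit. By the paper's description, the reads were trimmed and aligned with bowtie2 to transcripts of the Ensembl v67 annotation. RSEM then gave an expected count for each of 29267 genes. Some gene identifiers appear too high for v67, so the annotation release behind these counts is unsure. RSEM divides a read that matches several genes among them, so genes with near-identical copies have uncertain counts. The expected counts were not whole for 9.59% of the genes in OG2 MEFs, 10.1% in ICR MEFs and 11.1% in the ESC library, and they were taken as values before the GC-content normalization that the paper names. They summed to 5149312 in OG2 MEFs, 4590619 in ICR MEFs and 1717838 in the ESC library. The paper states a depth of 10 M pair-end reads of 50 bases, and all values here use the summed counts. At least 1 count was found for 15702, 15817 and 14355 genes in the same order. The smallest share that these depths can show, taken as 3 counts, was 0.583, 0.654 and 1.75 counts per 1000000 counts (CPM). The 15 genes with the highest counts took 9.88% and 9.2% of the counts in OG2 and ICR MEFs and 18.3% in the ESC library. Expected counts were rounded to whole numbers, scaled to CPM with TMM factors of 1.09 for OG2 MEFs, 1.13 for ICR MEFs and 0.812 for the ESC library, and given as log2(CPM + 1). The fold change of a gene is the value in the ESC library minus the mean of both MEF samples on this scale, which understates the change of genes with low counts. Gene symbols and coordinates were taken from GENCODE M21 on GRCm38, where 98.3% of the identifiers matched. The ESC side had no replicate, so the only measured spread is the difference between the MEF samples, which also differ in strain. Intervals and smallest shares cover counting error only, since PCR reads without molecular identifiers are not independent molecules. The ESC library had few or no counts for the pluripotency genes Nanog, Pou5f1 and Dppa5a, and is called the library labelled ESC.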

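A count was present in at least 1 library for 17810 genes, which were ranked by the log2 fold change of the library labelled ESC against MEFs. The gene at rank 500 from the top had a log2 fold change of 3.69, and the median of the 500 most upregulated genes was 4.55. At the other end, rank 500 from the bottom had -3.69 and the median of the 500 most downregulated genes was -4.24. The largest rises included those of Aldh3a1 (10.37), the gene with identifier ENSMUSG00000045999 (8.89), Nccrp1 (8.88) and BC051077 (8.83). The 5 largest falls were those of Igf2 (-8.78), Cxcl12 (-8.60), Gm10184 (-7.66), Thbs1 (-7.57) and Gm20390 (-7.04). Gm20390 overlaps the protein-coding genes Nme1 and Nme2 on the same strand, so its reads could have been divided among them. Each of these 500 upregulated and 500 downregulated genes was at least 1 log2 unit away from both MEF samples, and the MEF samples themselves were at least 1 log2 unit apart for 29 of the upregulated and 14 of the downregulated genes. Of the upregulated genes 348 were protein-coding, and of the downregulated genes 488 were, against 86.5% of all ranked genes. Both MEF samples had 0 counts for 76 of the upregulated genes. The library labelled ESC had 0 counts for 117 of the downregulated genes and fewer than 10 counts for 395 of them, so the size of these falls is limited by its depth. The ranking moved most with a pseudocount of 0.1 in place of 1, which kept 322 of the 500 upregulated and 231 of the 500 downregulated genes.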

Top-500 upregulated and downregulated genes during reprogramming were selected based gene expression in MEFs and ESCs. The expression of these genes in the current RNA-seq results were summarized in Fig. 1e. 

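Fig. 1e shows MEFs and ESCs at its outer columns, and the day 6 samples between them are not analysed here. Relative to both MEF samples, 3900 genes were at least 1 log2 unit higher and 4617 genes at least 1 log2 unit lower in the library labelled ESC. The same threshold separated the MEF samples from each other for 492 genes. Across the ranked genes, the SD of the log2 difference was 1.86 between the library labelled ESC and the MEF mean and 0.414 between OG2 and ICR MEFs. Among subunits of the same protein complexes, the pooled SD was already 1.66 in the library labelled ESC. It was 0.129 in OG2 MEF reads thinned to the same depth against ICR MEFs. These counts, ranks and p-values therefore cannot be told apart from a library-wide distortion. Pearson's r of log2(CPM + 1) across genes, which are not independent replicates, was 0.987 between the MEF samples, 0.747 between OG2 MEFs and the library labelled ESC and 0.744 for ICR MEFs. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 3980 of 12663 tested genes were higher and 4563 lower at an adjusted p under 0.05. This test had 1 residual degree of freedom, and its spread came from the pair of MEF samples alone. DESeq2's Wald test, at the same threshold and with its median-of-ratios size factors, called 3034 genes higher and 2911 lower. With median-of-ratios size factors and no test, 4280 genes were at least 1 log2 unit higher and 4226 lower. The balance therefore depends on the scaling, and the effect of the test was not separated from it. The counts of genes at least 1 log2 unit higher and lower moved most when the deposited TPM values took the place of CPM, to 1624 and 7692. The count between the MEF samples moved most with a pseudocount of 0.1, to 3608 genes. The paper takes the genes that differ most between MEFs and ESCs as the direction of reprogramming, and reads their modulation on day 6 against both cell types in Fig. 1e.

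**Figure D1:**
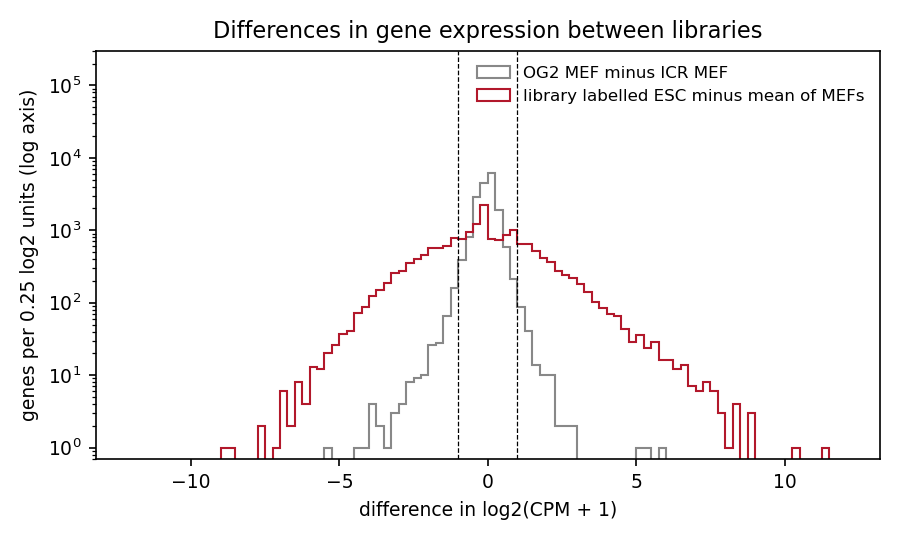
Number of genes (log axis) in steps of 0.25 log2 units by their difference in log2(CPM + 1), in red for the library labelled ESC minus the mean of both MEF samples and in grey for OG2 MEFs minus ICR MEFs. Dashed lines mark 1 log2 unit in each direction; the red distribution, with an SD of 1.86, extends further on both sides than the grey, with an SD of 0.414.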

Larger modulations of these genes in the presence of RA or AscPNa confirmed the abilities of RA and AscPNa to promote reprogramming.

The genes regulated by RA or AscPNa were then selected and analyzed. RA and AscPNa significantly upregulated 1369 and 1261 genes respectively, and 827 of them were upregulated by both molecules (Fig. 1f). This high-level overlap suggested that RA and AscPNa might share downstream pathways. Gene Oncology (GO) analysis indicated that these overlapping genes were enriched in categories related to cell cycle, neurogenesis, and cell adhesion (Fig. 1g).

The genes downregulated by RA and AscPNa were less overlapped. RA and AscPNa significantly downregulated 1366 and 940 genes respectively, and only 378 genes were downregulated by both molecules (Fig. 1f). These genes were enriched in categories related to extracellular matrix, cell migration, and cell chemotaxis (Fig. 1h).

### RA enhances the transportation of DHAA

One possible explanation for the overlap is that RA and AscPNa modulate the synthesis or degradation of each other. However, the genes which participate in the synthesis or degradation of Asc (based on Kyoto Encyclopedia of Genes and Genomes, KEGG, pathway 00053, ascorbate and aldarate metabolism) were not significantly modulated by RA during reprogramming (Table S1).

SVCTs and GLUTs which respectively transport Asc and DHAA into cells and maintain intracellular concentration of Asc (Linster and Van Schaftingen E. Vitamin C. 2007) were then analyzed. The expression of *Glut2*, *Glut4*, and *Svct1* were not detected in the current RNA-seq (Table S1). In addition, RA significantly upregulated the membrane transporters of DHAA, *Glut1* and *Glut3* (also known as *Slc2a1* and *Slc2a3*), but did not affect the expression of *Svct2* (also known as *Slc23a2*) (Table S1). Increase of the protein levels of *Glut1* and *Glut3* were observed on day 6 during reprogramming (Fig. 2a). Pscan software identified binding site of RARA::RARG on the promoters of *Glut1* and *Glut3* (Zambelli et al. 2009; Meneses et al. 2008; Lu et al. 2020), which was confirmed when the activities of their promoters of (both wild type and RARA::RARG binding site mutation) were determined in the presence and absence of RA (Fig. 2b-c). RA treatment increased the activities of the wild type promoters of *Glut1* and *Glut3,* but not the promoters with the binding sites of RARA::RARG mutated (Fig. 2b-c).

**Fig. 2:**
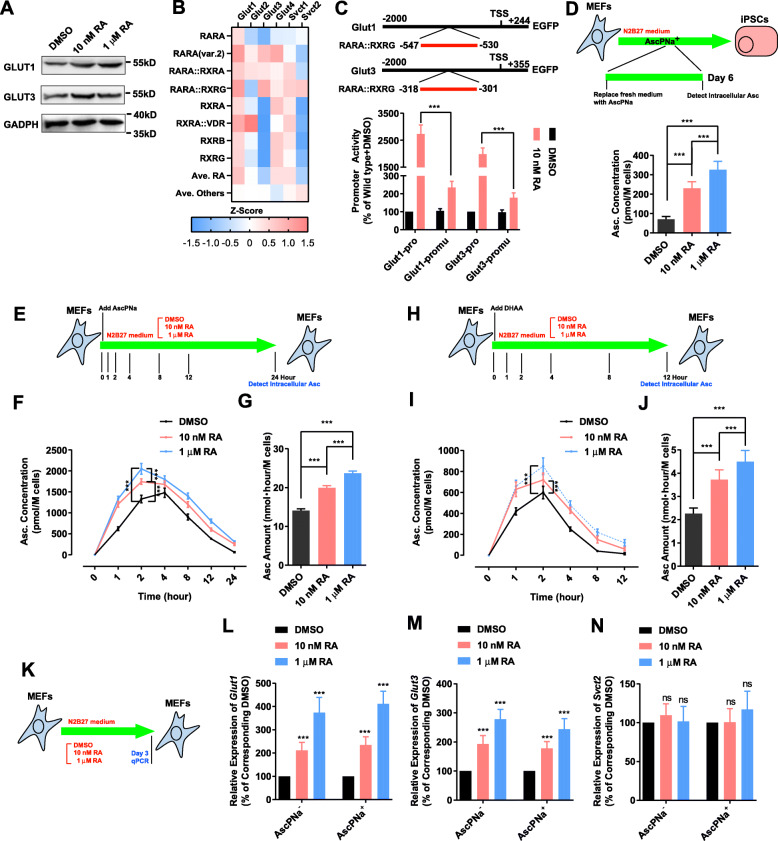
RA sustained the intracellular level of Asc. **a** The protein levels of *Glut1* and *Glut3* were determined by immunoblotting on day 6 during reprogramming with AscPNa. **b-c** The bind sites of RARA::RARG were identified on the promoters of *Glut1* and *Glut3* by Pscan software. Promoter assay confirmed the abilities of RA to affect the functions of the promoters of *Glut1* and *Glut3* in MEFs. **d** The intracellular level of Asc was determined on day 6 during reprogramming with N2B27 medium (24 h after replacing medium with fresh medium containing AscPNa). **e-j** MEFs were cultured with N2B27 medium containing 0.16 mM AscPNa or equivalent concentration of DHAA (E&H). Different concentrations of RA were also used. The intracellular levels of Asc was determined at different time points during the treatment with AscPNa (F&I) or DHAA (**f**), and the area under curve (intracellular levels of Asc multiple time length) were summarized in (**g**) and (j) respectively. **k-n** Different concentrations of RA were used to treat MEFs cultured in N2B27 medium in the presence or absence of 0.16 mM AscPNa (**k**). The expression of *Glut1* (**l**), *Glut3* (**m**), and *Svct2* (**n**) was determined by qPCR. The comparisons were preformed between RA-treated groups and corresponding control (DMSO) groups or between indicated groups with one-way ANOVA except with two-way ANOVA in (**c, f** & **j**). Experiments were repeated for at least five times (*n* ≥ 5). Standard deviations were provided

During reprogramming with N2B27 medium containing AscPNa, the intracellular level of Asc was determined on day 6 (24 h after replacing the medium with fresh medium). RA increased the intracellular Asc in a concentration-dependent manner (Fig. 2d).

The intracellular level of Asc was also determined in MEFs in the presence of AscPNa or DHAA (in N2B27 medium) (Fig. 2e-j). Since DHAA is less stable than AscPNa or Asc (Wilson 2002), the intracellular level of Asc was monitored for 12 h in the presence of DHAA, while 24 h in the presence of AscPNa. During the treatment of DHAA or AscPNa, the intracellular Asc increased at the early stage and gradually decreased to basal level at the late stage (Fig. 2e-j). RA treatment accelerated the initial increase of intracellular Asc at the early stage and impaired the decrease of intracellular Asc at the late stage (Fig. 2e-j). Thus, RA helps to sustain the intracellular level of Asc. In addition, when used in MEFs, RA significantly upregulated the expression of *Glut1* and *Glut3* but not *Svct2* (Fig. 2k-n). Therefore, RA maintains higher intracellular Asc by facilitating the DHAA transportation across cell membrane.

### AscPNa impairs the degradation of RA

The ability of AscPNa to affect the intracellular RA was then determined. RA is normally degraded by CYP26A1 and CYP26B1 (Gottesman et al. 2001). The expression of these two genes was stimulated by RA in a concentration-dependent manner, which was suppressed at least partially in the presence of AscPNa (Fig. 3a-b).

**Fig. 3:**
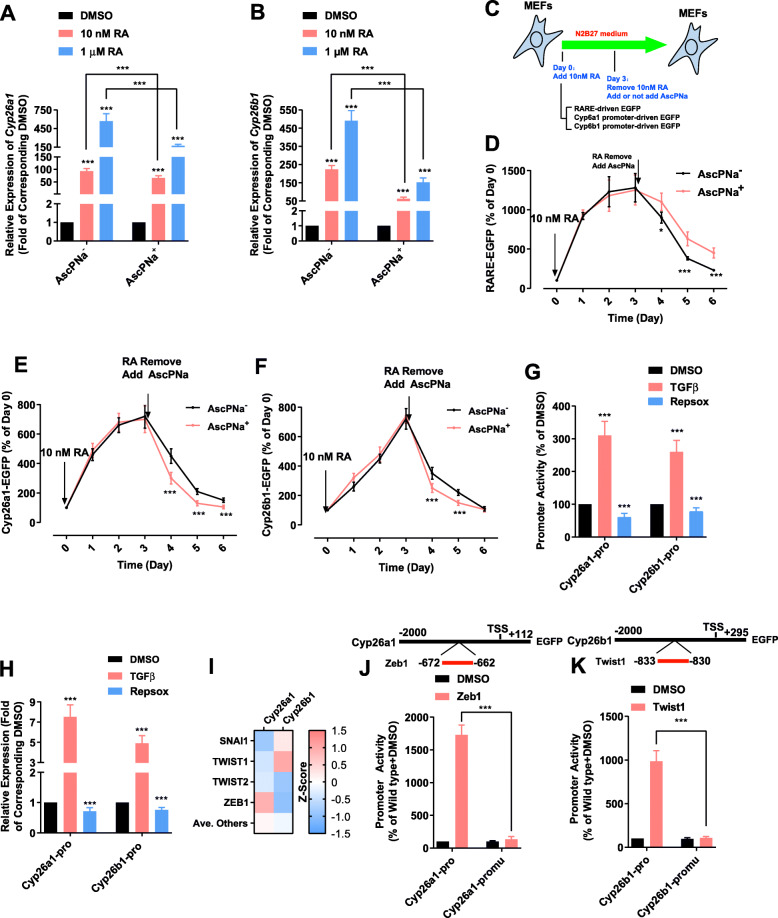
AscPNa impaired the degradation of RA. **a-b** Different concentrations of RA were used during reprogramming of MEFs with N2B27 medium in the presence or absence of 0.16 mM AscPNa. The expression of *Cyp26a1* (**a**) and *Cyp26b1* (**b**) was determined by qPCR. **c-f** EGFP reporter genes driven by different promoters were delivered to MEFs via lentivirus system (**c**). N2B27 medium was used 24 h after the delivery. 10 nM RA was included in the medium for the next three days. After the removal of RA, 0.16 mM AscPNa and PBS were used in two different groups. EGFP fluorescence was determined at indicated time points. RARE-containing mini promoter was used to indicate RA concentration in (**d**). Promoters of *Cyp26a1* (**e**) and *Cyp26b1* (**f**) were also used. **g-h** MEFs were cultured in N2B27 medium. Different concentrations of RA were used for three days. The activities of the promoters of *Cyp26a1* and *Cyp26b1* (**g**) and the expression of *Cyp26a1* and *Cyp26b1* (**h**) were determined by FACS and qPCR, respectively. **i-k** The bind sites of ZEB1 and TWIST1 were identified on the promoters of *Cyp26a1* and *Cyp26b1* by Pscan software, respectively. Promoter assay confirmed the abilities of ZEB1 and TWIST1 to affect the functions of the promoters of *Cyp26a1* and *Cyp26b1.* The comparisons were preformed between RA-treated groups and corresponding control (DMSO) groups or between indicated groups with one-way ANOVA except in (**d-f**). The comparisons in (**d-f, j-k**) were preformed between AscPNa^+^ and AscPNa^−^ groups or between pro or promu with two-way ANOVA. Experiments were repeated for at least five times (n ≥ 5). Standard deviations were provided

Three RAREs and a mini-TK promoter were placed before *Egfp* reporter gene and used to determine the intracellular level of RA (Fig. 3c). The reporter was delivered into MEFs via a lentivirus system. MEF medium was replaced with N2B27 medium 12 h after an additional passage of MEFs. 10 nM RA treatment increased the EGFP fluorescence and the peak level was reached after three-day treatment (Fig. 3d). When RA was withdrawn on day 3, the EGFP fluorescence decreased gradually. In addition, adding AscPNa at the same time with RA withdrawal prevented the decrease of EGFP fluorescence. Thus, AscPNa sustains the intracellular level of RA.

The promoters of *Cyp26a1* and *Cyp26b1* were also placed before the *Egfp* reporter gene (Fig. 3c). RA treatment and RA withdrawal initiated the increase and decrease of *Egfp* expression, respectively (Fig. 3e-f). However, adding AscPNa at the same time with RA withdrawal (day 3) facilitated the decrease of *Egfp* expression. Therefore, AscPNa maintains the intracellular level of RA by suppressing *Cyp26a1/b1* and impairing RA degradation.

AscPNa treatment decreased the activities of *Cyp26a1* and *Cyp26b1* promoters, it is reasonable to suggest that several downstream transcriptional factors of AscPNa might bind to these two promoters. AscPNa-induced MET is a possible explanation. To confirm this, TGFβ and Repsox, a TGF pathway inhibitor, were then used to induce EMT and MET respectively in MEFs in the presence of 10 nM RA in N2B27 medium. TGFβ activated while Repsox inhibited the promoters of *Cyp26a1* and *Cyp26b1* (Fig. 3g)*.* In addition, TGFβ activated while Repsox inhibited the expression of *Cyp26a1* and *Cyp26b1* in MEFs (Fig. 3h)*.*

Binding sites of key mesenchymal transcriptional markers, like ZEB1 and TWIST1 were identified on the promoters of *Cyp26a1* and *Cyp26b1* by Pscan software (Zambelli et al. 2009; Hu et al. 2008; El Hokayem et al. 2018) (Fig. 3i). In addition, overexpression of *Zeb1* and *Twist1* increased the activity of wild type promoters of *Cyp26a1* and *Cyp26b*1 respectively, but not the promoters with the corresponding binding sites mutated. (Fig. 3j-k). Therefore, AscPNa suppresses the expression of *Cyp26a1* and *Cyp26b1* by inducing MET and suppressing these key mesenchymal transcriptional factors.

### RA has high ability to induce MET and pluripotency

The genes which were significantly regulated by RA but not by AscPNa were selected and analyzed. These genes were enriched in the categories related to extracellular matrix and cell motion (Fig. S1A-B). The RNA-seq results indicated that RA had high ability to induce MET (Fig. S1C).

As a MET inducer, *Klf4* can be upregulated by RA-related pathway (Li et al. 2017; Shi et al. 2012). 

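Pou5f1, Sox2, Klf4 and Myc are the transcription factor genes used for reprogramming, and their expression in MEFs and the library labelled ESC was placed in the ranking of all genes. Pou5f1 (chromosome 17 of GRCm38, 35506018 to 35510772) had 71 counts in the library labelled ESC, or 41.3 CPM before TMM scaling (Wilson 95% interval 32.8 to 52.1), and 0 counts in both MEF samples. Its log2 fold change was 5.70 and its rank 104 from the top. Sox2 (chromosome 3, 34650405 to 34652461) had 32 counts in the library labelled ESC against 3 and 4 in OG2 and ICR MEFs, a log2 fold change of 3.86 at rank 434. Adjusted p-values from edgeR's quasi-likelihood test, whose spread comes from the MEF samples alone, were 4.23e-06 for Pou5f1 and 6.82e-05 for Sox2. Klf4 (chromosome 4, 55527143 to 55532466) was outside the top 500 at rank 7884. Its log2(CPM + 1) was 5.59 in the library labelled ESC and 5.71 ± 0.43 (SD, n = 2) in MEFs, a difference smaller than the spread between the MEF samples. Myc (chromosome 15, 61985391 to 61990374) stood at rank 8416, with 5.15 in the library labelled ESC and 5.27 ± 0.13 (SD, n = 2) in MEFs, which is also within that spread. Differences this close to 0 take their sign from the scaling of all genes, whose median moved by 0.17 with median-of-ratios size factors. With a GC-content correction they were -1.13 for Klf4 and -0.84 for Myc, beyond the spread between the MEF samples.

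**Figure D2:**
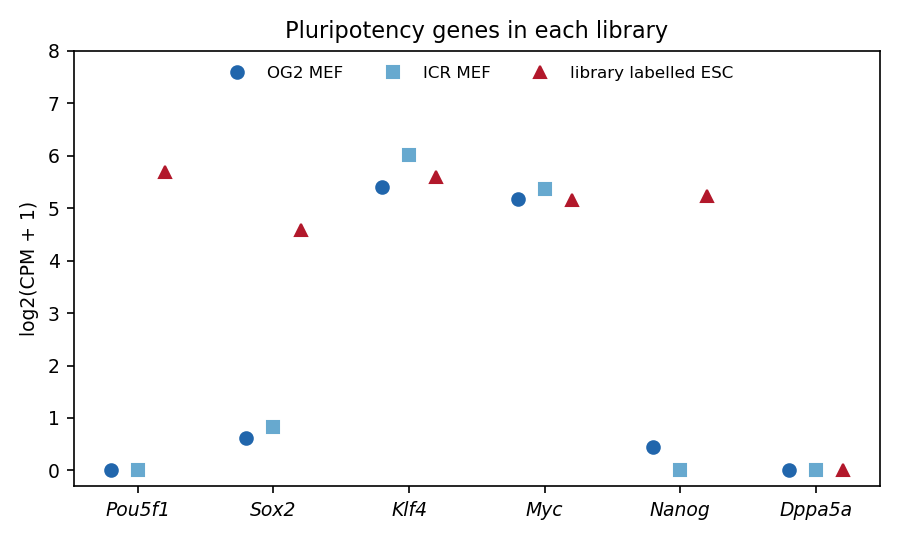
Values of log2(CPM + 1) for 6 genes in OG2 MEFs (circles), ICR MEFs (squares) and the library labelled ESC (triangles), with 1 library per point and no error bars. Pou5f1, Sox2 and Nanog lie above both MEF samples in the library labelled ESC, Klf4 and Myc lie within 1 log2 unit of them, and Dppa5a is at 0 in all 3 libraries.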

To determine whether other key transcriptional factors in ESCs were also regulated by RA, top 500 upregulated genes during reprogramming were analyzed. 

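Nanog (ENSMUSG00000012396) lies on chromosome 6 of GRCm38 from 122707489 to 122714633 and encodes a homeobox transcription factor. It had 51 counts in the library labelled ESC, which is 29.7 CPM before TMM scaling (Wilson 95% interval 22.6 to 39), and 2 and 0 counts in OG2 and ICR MEFs. On the log2(CPM + 1) scale it was 5.23 in the library labelled ESC and 0.22 ± 0.31 (SD, n = 2) in MEFs, and the log2 fold change of 5.01 ranked 186 from the top. This difference was larger than the spread between the MEF samples, with an adjusted p of 1.62e-05 from edgeR's quasi-likelihood test. Without each MEF sample in turn, the log2 fold change was 4.79 and 5.23. Dppa5a (ENSMUSG00000060461), a gene on chromosome 9 from 78367052 to 78368177, had 0 counts in each of the 3 libraries. Its upper Wilson 95% limit was 2.24 CPM before TMM scaling in the library labelled ESC, 0.746 in OG2 MEFs and 0.837 in ICR MEFs. Expression of Dppa5a was therefore not detectable at these depths, and it had no rank among the genes with a count.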

Among these genes, *Nanog* and *Dppa5a* attracted great attention. To confirm the ability of RA to regulate the expression of these genes, RA was used to treat MEFs cultured in N2B27 medium for three days. RA increased the expression of *Klf4*, *Nanog*, and *Dppa5a* in a concentration-dependent manner (Fig. S1D-F).

### RA induces neuronal differentiation of PSCs

RA is reported to promote the neuronal differentiation of PSCs (Gudas and Wagner 2011). Thus, high concentration of RA may induce differentiation of iPSCs generated during reprogramming, and subsequently result in a lower reprogramming efficiency. Treatment with 1 μM RA preferentially upregulated genes related to embryonic morphogenesis, forebrain development and retinol metabolism (Fig. S2A-B).

To further confirm the abovementioned hypothesis, the expression of neuronal markers was analyzed in Table S1. The expression of three neural lineage markers, *Nes*, *Prom1* and *Ascl1*, were identified to be upregulated by RA during reprogramming (Table S1). When RA was used to treat MEFs cultured in N2B27 medium for three days, it increased the expression of *Nes*, *Prom1* and *Ascl1* in a concentration-dependent manner (Fig. S2C-E).

## Conclusions

In the current studies, positive feedback was identified between RA and AscPNa, during somatic reprogramming (Fig. 4). RA upregulates the expression of the membrane transporters of DHAA, *Glut1* and *Glut3*, maintains the intracellular level of Asc, and subsequently promotes reprogramming. AscPNa induces MET, suppresses the expression key mesenchymal transcriptional factors, resulting in the downregulation of *Cyp26a1* and *Cyp26b1*, and impairs the degradation of RA.

**Fig. 4:**
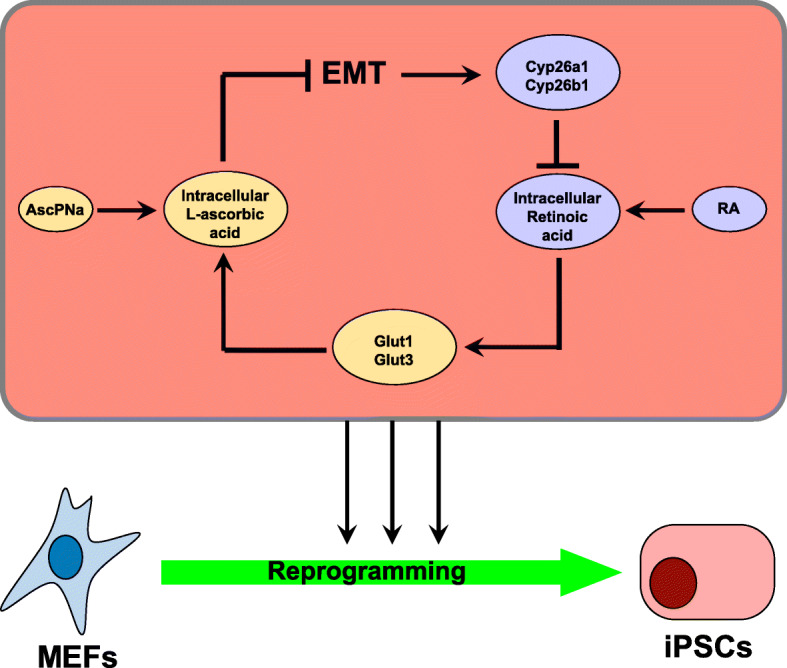
Schematic summary of the positive feedback between Va and Vc

Although RA and AscPNa were not provided in N2B27 medium (B27 used in the current studies does not contain RA), the two vitamins were not eliminated totally during the current reprogramming. The retrovirus used to deliver four Yamanaka factors into MEFs was packaged in the Plat-E cells cultured in MEF medium (Table S1 and Materials and Methods). Since FBS is an important component of MEF medium, Va and Vc were provided to the cells via FBS during virus infection. The remaining Va and Vc in the cytosol of MEFs after changing MEF medium to N2B27 medium during reprogramming also prevented us to eliminate these vitamins totally.

When RA was used alone during the reprogramming with N2B27 medium, little Asc or DHAA remained in the medium. Thus, upregulation of *Glut1* and *Glut3* might not be able to sustain intracellular Asc. However, as reviewed by previous reports (Linster and Van Schaftingen E. Vitamin C. 2007; Wilson 2002), there are also mechanisms allowing the efflux of Asc or DHAA from cells. Thus, the membrane transporters for Asc or DHAA also function to maintain the balance between extracellular and intracellular Asc. Upregulation of *Glut1* and *Glut3* shifts the balance towards intracellular Asc and sustains intracellular Asc at higher level and for longer time.

The current positive feedback between RA and AscPNa provides additional understanding on these two vitamins (A and C) and reprogramming process. In addition, the RAREs on the promoters of *Gluts* and *Svcts* and the binding sites of mesenchymal markers on the promoters of *Cyp26a1* and *Cyp26b1* are consistent in different types of cells. In addition, some observations were not only observed during reprogramming but also confirmed during MEF culture. Thus, the current positive feedback may not be limited to somatic reprogramming and may be applicable in other biological processes.

## Methods

### Cell culture

All procedures related to animal were approved by the Institutional Review Board in Guangzhou Institutes of Biomedicine and Health. Mice were normally housed in groups of four with access to food and water ad libitum. After pregnancy, mice were housed individually with access to food and water ad libitum.

MEFs were isolated from 13.5-day mouse embryos carrying the Oct4-GFP transgenic allele (Szabo et al. 2002; Ying et al. 2002). Cells were cultured in MEF medium, which contains high glucose DMEM (Gibco), 10% FBS (Gibco), 1% GlutaMAX (Invitrogen), and 1% nonessential amino acids (NEAA, Invitrogen), for one passage before freezing in liquid nitrogen. MEFs were recovered from liquid nitrogen before use. MEFs were subjected to mycoplasma tests (MycoAlert™, Lonza) to ensure they were free of mycoplasma.

### iPSCs generation

The retrovirus plasmids pMX-Oct4, pMX-Klf4, pMX-Sox2, pMX-cMyc were delivered into Plat-E cells with by polyethyleneimine. MEF medium were used to culture Plat-E cells and viral suspensions were harvested at 48 h and 72 h after transfection.

The virus-containing medium was used to infect MEFs in 12-well plates (1.5 × 10^4^ cells/well) twice on day 0 and day 1. Corresponding medium was then used from day 2 to induce reprogramming and replaced with the fresh medium every other day. Reprogramming efficiency was evaluated by counting the number of Oct4-GFP^+^ colonies.

mES medium contains high glucose DMEM, 15% FBS, 1% GlutaMAX, 1% NEAA, 1% Sodium Pyruvate (Gibco), 0.1 mM β-mercaptoethanol, and 1000 U/ml leukemia inhibitory factor (LIF). N2B27 medium contains DMEM/F12 (1:1, Hyclone), 0.5% N2 supplement (Invitrogen), 1% B27 supplement (without Va, Invitrogen), 1% GlutaMAX, 0.1 mM β-mercaptoethanol, and 1000 U/ml LIF. E8 medium contains DMEM/F12, 19.4 mg/L insulin, 10.7 mg/L transferrin, and 14.7 ng/ml sodium selenium. Osmolality of all the media was adjusted to 340 mOsm at pH 7.4.

### qPCR and RNA-seq

RNA was extracted from cells with TRIzol reagent (Thermo Fisher). RNA-seq libraries were prepared for each RNA sample using the TruSeq RNA Sample Preparation Kit v2 (RS-122-2001, Illumina). The sequencing was performed with a NextSeq 500 High Output Kit v2 (75 cycles) (FC-404-1005, Illumina) following the manufacturer’s instructions. The depths of sequencing are 10 M pair-end reads of length 50NT. The raw data obtained from RNA-seq were tested for basic quality control with the FASTQC tool, and the filtered reads were pre-processed using the TRIMMOMATIC tool. The percentage of qualified reads was 97.37%. Reads were aligned to a transcriptome index generated from the Ensembl annotations (v67), using RSEM, bowtie2, and sequencing data using GC-content normalization (Risso et al. 2011).

After normalization, genes whose expression was significantly (above 1 or below − 1 when considering Log2 values) modulated by RA or AscPNa were used for GO analysis with DAVID 6.7 (https://david-d.ncifcrf.gov/) (Sherman and Lempicki 2009).

For qPCR, total RNA was extracted with Trizol. 2 μg total RNA was used to synthesize cDNA, which was then used to detect the expression of target genes by SYBR Green Master Mix ReverTra Ace qPCR-RT kit (TOYOBO). The expression of target genes was normalized to GAPDH. The primers for qPCR were listed in Table S2.

### Promoter activity assay

We used the plasmid pRlenti-EGFP as backbone to detect the promoter activity. We replaced the promoter of EGFP in pRlenti-EGFP with promoters of different genes, *Cyp26a1* (− 3000 ~ + 100 related to TSS), *Cyp26b1* (− 2000 ~ + 100), or three RA response elements (RAREs, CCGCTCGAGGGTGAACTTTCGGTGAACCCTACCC.

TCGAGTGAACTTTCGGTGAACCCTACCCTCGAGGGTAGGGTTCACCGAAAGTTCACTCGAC) plus a mini-TK promoter. Flow cytometry analysis was performed with Accuri C6 (BD Biosciences), the average EGFP fluorescence intensity of target cells were used to indicate the promoter activity.

### Intracellular Asc concentration

The intracellular Asc concentration was detected by ascorbic acid assay kit (fluorometric) (AB65346). The cells were digested with 0.25% trypsin and counted. Fluorescence was measured with a microplate reader at Ex/Em = 535/590 nm. Keep the whole process on ice and quick to avoid oxidation of Asc.

### Immunoblotting

Whole cell extracts were obtained with lysis buffer (50 mM Tris pH 8.0, 150 mM NaCl, 10% Glycerol, 0.5% NP40, 1 mM Phenylmethanesulfonyl fluoride and freshly added protease inhibitor cocktail). Approximately 100 μg of cell lysates were used for immunoblotting. Samples were loaded onto SDS-PAGE and transferred to PVDF membrane. The membrane was washed with TBST buffer and incubated with indicated antibodies (GLUT1, Abcam, ab115730; GLUT3, Abcam, ab191071; GADPH, Abcam, ab8245). Minichem Biosystem (SAGECREATION) were used to semi-quantify the target proteins.

### Statistical analysis

All experiments were repeated at least five times (*n* ≥ 5), with the exception of sequencing. The data were analyzed and compared using two-tailed t-test, one-way ANOVA, or two-way ANOVA with multiple comparisons in GraphPad Prism 7.0. Error bars and “n” represent the standard deviation (standard error if indicated) and the number of independent experiments, respectively. “*”, “**”, and “***” represent significant differences (*P* < 0.05, *P* < 0.01, and *P* < 0.001, respectively) from the indicated control groups.

## Supplementary information

**Additional file 1 Figure S1** RA had high ability to induce MET and pluripotency. **Figure S2**. RA promoted neuronal differentiation during reprogramming.

**Additional file 2.** Supplementary Table S1 RNA-seq results in the current studies.

**Additional file 3.** Supplementary Table S2 The primers used in the current studies.

## Data Availability

The RNA-seq datasets generated during the current study are available in Gene Expression Omnibus under accession numbers, GSE103791 and GSE142121 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE103791 and https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE142121).

## Abbreviations

AscPNa: 2-phospho-L-ascorbic acid trisodium salt
DHAA: L-dehydroascorbic acid
EMT: Epithelial-mesenchymal transition
ESCs: Embryonic stem cells
FBS: Fetal bovine serum
GLUTs: Glucose transporters
GO: Gene Oncology
iPSCs: Induced pluripotent stem cells
LIF: Leukemia inhibitory factor
MEFs: Mouse embryonic fibroblasts
MET: Mesenchymal-epithelial transition
NEAA: Nonessential amino acids
RA: Retinoic acid
SVCTs: sodium-dependent vitamin C transporters
Tet1: Ten-eleven translocation 1
Va: Vitamin A
Vc: Vitamin C

How the deposited data were processed for this re-analysis (not part of the article)

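Gene expression was measured by RNA-seq in MEFs of the OG2 and ICR strains and in ESCs of the R1 line, with 1 library each. The libraries of day 6 of reprogramming with RA or AscPNa were not analysed here. The paper describes trimming with TRIMMOMATIC and alignment with bowtie2 to transcripts of the Ensembl v67 annotation. Whether the analysed counts rest on that release is unsure, since some gene identifiers appear too high for it. With RSEM, the authors then made a table of genes for each library that holds an expected count, which is an estimated number of reads. The same deposited tables hold TPM, which the authors' RSEM run scales by gene length and to a fixed sum, and FPKM, which is the deposited value scaled by gene length and library size. FPKM was not used here because TPM orders the genes within a library in the same way. The paper names a GC-content normalization after RSEM, and the expected counts were treated as values before it.

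Expected counts were rounded to whole numbers. Genes with a count in at least 1 library were kept. Counts were scaled with the TMM method of edgeR 4.0.16 under R 4.3.3 and given as log2(CPM + 1), with a pseudocount of 1. The log2 fold change was the value in the library labelled ESC minus the mean of both MEF samples. Genes were ranked by it, and the first and last 500 were taken, after the number the paper selects. Genes at least 1 log2 unit from both MEF samples were counted, after the threshold the paper uses. Since the paper's text does not name a test for this ranking, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and its filter on low counts was run beside it. With 1 ESC library the test had 1 residual degree of freedom, and its spread came from the pair of MEF samples. It was tested on simulated counts of 17131 genes, of which 200 were changed by 3 log2 units. Of these 96.5% were called at an adjusted p under 0.05, and 4.93% of the calls fell on unchanged genes. The simulation gave all libraries the same spread, estimated from the MEF pair. It changed few genes, each with at least 10 expected counts. In the real data 8543 genes were called and the spread of the library labelled ESC is unknown, so these rates do not carry over to that comparison.

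Before the data were examined, the genes to be named were set as every gene the paper names by symbol in its text or primer table, the 5 largest rises and the 5 largest falls among genes past the threshold against both MEF samples, and short lists of sex, mesenchymal and epithelial genes. Of these, 2 genes are not reported here. The alternatives set at that time were a pseudocount of 0.1 or 5, median-of-ratios size factors, full-quantile normalization with limma 3.58.1, GC-content correction over 20 bins of genes, TPM in place of CPM, a minimum of 10 counts in 1 library, each MEF sample left out, and DESeq2 1.42.0. A correction over bins of GC content and then of gene length was added after the data had been seen. Other values were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

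The depth was 5149312 counts in OG2 MEFs, 4590619 in ICR MEFs and 1717838 in the library labelled ESC, so 3 counts correspond to 0.583, 0.654 and 1.75 CPM before TMM scaling. Wilson intervals at 95% were computed from the counts and cover counting error only. Gene positions are those of GENCODE M21 on GRCm38, joined by identifier, and were used only for genes with the same identifier. The 76 protein-coding Rpl and Rps genes and 37 mitochondrial genes of GENCODE M21 were not among the 29267 genes with an expected count. All shares of counts therefore leave them out. Rpsa, Rplp0, Rplp1 and Rplp2 are not among these 76 and were analysed. Values of Table S1 were used only where they are named as the paper's, for the 1998 genes read from it. The library labelled ESC is named by its label throughout because its counts of several pluripotency genes were low or 0.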

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

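The test of GC content and length was chosen after the result was seen.

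Rpsa, a protein-coding gene for a ribosomal protein on chromosome 9 of GRCm38 from 120127689 to 120132369, had 103630 counts in the library labelled ESC. This was 6.03% of the counts summed over the analysed genes (Wilson 95% interval 6.00 to 6.07), against 0.287% in OG2 MEFs and 0.259% in ICR MEFs. Aldh3a1, on chromosome 11 from 61207537 to 61218421, had 1845 counts in the library labelled ESC and 0 in both MEF samples. The paper does not discuss these genes, and their signal in the library labelled ESC is far above the MEF libraries, which drew attention to them. In the paper's Table S1, Aldh3a1 has a value of 1 in mESCs.

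After a correction over bins of GC content and length, the log2 difference of Aldh3a1 from the MEF mean was 9.63, where it had been 10.37, so these properties do not fully explain its value. For Rpsa it was 4.98, where it had been 4.92. Across 12091 protein-coding genes, the correction changed the rho of the log2 fold change with GC content from 0.266 to -0.0228. With length it changed from -0.360 to 0.0119. A trend with these properties that genes share therefore does not account for the value of Rpsa. A library-wide distortion remains a candidate explanation, since the ratio to MEFs scattered 12.9 times as widely among subunits of the same protein complex as it did in thinned MEF reads. Such a distortion could come from heavy loss of RNA or from reads of another organism. With GC content and length removed, the test of the latter by the coding share of transcripts gave a partial rho of -0.0799. This shows no rise beyond those properties. A rise shared with them would have been removed, so the test cannot decide. A mislabelled sample was not excluded either. Of the 50 genes highest in mESCs among the 1998 genes read from the paper's Table S1, 26 were at least 1 log2 unit above both MEF samples. Reads shared with pseudogenes or related genes, sequencing batches and strain variants against the reference were not tested for Rpsa and Aldh3a1. These values cannot be told apart from a library-wide distortion or a mislabelled sample and are not called biological.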

How the results depend on the processing

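The choices below were set before the data were examined, except for the correction of GC content and length together, which was chosen after seeing the data. Scaling moved the median log2 fold change of the 12726 genes with at least 10 counts in 1 library by 0.17 with median-of-ratios size factors, by 0.19 with full-quantile normalization, by 0.13 with a pseudocount of 5 and by -1.11 with TPM.

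TPM in place of CPM changed the genes at least 1 log2 unit higher in the library labelled ESC from 3900 to 1624 and those lower from 4617 to 7692. Under the other alternatives, including the correction added later, the higher genes stayed between 2781 and 4817 and the lower genes between 3476 and 5993. The genes apart between the MEF samples, 492, became 3608 with a pseudocount of 0.1, 103 with a pseudocount of 5 and 1107 with TPM. Of the 500 most upregulated genes, 322 were kept with a pseudocount of 0.1. Of the 500 most downregulated genes, 231 were kept with a pseudocount of 0.1, 313 with TPM and 308 with the correction of GC content and length. The 8543 genes with an adjusted p under 0.05 became 5945 with DESeq2, 8385 with median-of-ratios size factors and 9388 without the filter on low counts. The cause of these changes was not tested.

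Among the named genes, and apart from the fits that left out a MEF sample, 19 of the values under an alternative reversed their sign, 233 moved by more than the SD of the MEF samples and 98 did not. Of those that moved, 35 belong to 5 genes whose SD was 0, for which any change counts. Leaving out a MEF sample cannot move a value by more than that SD, so only changes of sign are given for it. With TPM, the log2 fold change became -1.60 for Cdh2, -0.34 for Cyp26b1, -0.57 for Ddx3y, 0.12 for Klf4, -0.37 for Krt18, -0.12 for Nes, -0.61 for Rara and -0.79 for Slc2a3. With full-quantile normalization it became -0.18 for Cdh2, 0.28 for Kdm5d, 0.0075 for Klf4 and 0.14 for Myc. With median-of-ratios size factors it became 0.073 for Klf4 and 0.069 for Myc. With the correction of GC content and length it became 0.51 for Kdm5d, -0.30 for Krt18, 0.50 for Tet1, 0.20 for Tet2 and 0.52 for Zeb2. Across the 2 fits that each left out a MEF sample, it ran from -0.29 to 1.12 for Ddx3y, from -1.22 to 0.079 for Eif2s3y, from -0.54 to 0.094 for Kdm5d and from -0.42 to 0.18 for Klf4. The cause was not tested.

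No paired analysis was possible because the ESC side has 1 sample and shares no replicate with the MEFs. The edgeR test without a MEF sample was not run because each arm would hold 1 sample. Other splits of the samples were not counted because no group has 3 samples. The depth of 1717838 counts limits the falls in the library labelled ESC, where 395 of the 500 most downregulated genes had fewer than 10 counts.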

Differences from the paper's values

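The paper's Table S1 gives values for MEF-1, MEF-2 and mESCs, and the paper's text does not say which of the libraries these are. The paper's log2 fold changes below were computed from it as log2(value + 1) in mESCs minus the mean of both MEF columns, and are set beside the values from the deposited counts of the library labelled ESC. The paper states no error for them, and the SD of its MEF columns was used.

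The log2 fold change of Nanog was 5.01 against the paper's 9.61, of Dppa5a 0 against the paper's 13.14, of Sox2 3.86 against the paper's 9.25 and of Epcam 3.15 against the paper's 7.57. For Slc2a1 it was -2.49 against the paper's 1.46, for Slc2a4 -1.36 against the paper's -3.43, for Cyp26a1 0 against the paper's 1.82 and for Cyp26b1 0.93 against the paper's -1.32. For Nes it was 1.41 against the paper's -0.86, for Prom1 1.64 against the paper's -1.04 and for Myc -0.12 against the paper's 0.83. For Twist2 it was -2.35 against the paper's -9.40, and for Krt8 5.36 against the paper's 0.70. Among the genes with the largest rises and falls, it was 10.37 for Aldh3a1 against the paper's 0.50, 8.88 for Nccrp1 against the paper's 1.00, 8.83 for BC051077 against the paper's 1.90 and -7.66 for Gm10184 against the paper's 2.40. Epcam, Aldh3a1 and Nccrp1 had 0 counts in both MEF samples, and Slc2a4 and Gm10184 had 0 in the library labelled ESC. The size of their values therefore depends on the pseudocount and is not an exact difference from the paper's. For Epcam it was 6.32 with a pseudocount of 0.1 and 1.37 with a pseudocount of 5. On the paper's side, Cyp26a1 had values of 0, 1 and 4 in MEF-1, MEF-2 and mESCs. Dppa5a had 0 in both MEF columns there, and Twist2 had 0 in mESCs. The size of the paper's fold changes for these genes therefore depends on the added 1. The scale of the paper's values may also differ from CPM.

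With TPM in place of CPM, the log2 fold change of Cyp26b1 was -0.34, within the SD of the paper's MEF columns. For the other 16 genes, none of the alternatives set before the data were examined came within that SD of the paper's value. Neither did the correction of GC content and length, which was chosen after seeing the values. For Slc2a4, with 0 counts in the library labelled ESC, the value was -1.36 and became -4.05 with a pseudocount of 0.1. The paper's -3.43 lies between them, so the choice of pseudocount can account for that gap. Dppa5a and Cyp26a1 had 0 counts in all 3 libraries, so no alternative changed them.

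The paper names Dppa5a among the 500 most upregulated genes, and it had no counts to rank here. Nanog, which the paper also names there, was at rank 186.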

Other observations

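The tests of GC content and length, of genomic DNA and of admixed MEF RNA, and those of depth and of the highest genes by agreement with Table S1, were chosen after the result was seen, and the coding share of coding isoforms alone was added to the test of another organism afterwards.

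Expression in the library labelled ESC was compared with the mESCs column of the paper's Table S1 over the 1868 listed genes with a count. Spearman's rho between the log2 fold changes was 0.263 across genes, which are not independent replicates. The paper's mESCs column had a rho of 0.597 with the library labelled ESC, 0.623 with OG2 MEFs and 0.631 with ICR MEFs, while its MEF-1 column had 0.926 with OG2 MEFs. The library labelled ESC had a rho of 0.568 with the paper's MEF-1 column and 0.639 with its MEF-2 column, the latter above its rho with the mESCs column. Table S1 was read in part, for 1998 genes. Of the 50 of these that it places highest in mESCs against MEFs, 26 were at least 1 log2 unit above both MEF samples here. Of the same 50, 0 were that far below both, and 14 had 0 counts in the library labelled ESC. Fewer than 25 of the 50 above both MEF samples would have pointed to a mislabelled sample and a large majority against it. Of the 1998 genes, 32.1% also passed this threshold. A value of 26 lies at the boundary of 25, so it was left undecided, although the line set beforehand lay just below it. Of the 50 genes read that Table S1 places lowest, 31 were at least 1 log2 unit below both MEF samples and 2 that far above. Of the 1998 genes, 18.2% were that far below. These falls go in the direction of Table S1, but the difference from it still cannot be told apart from a mislabelled sample.

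Other technical explanations of this difference were tested. The values read from Table S1 were drawn at random at the depths of the 3 libraries. Their log2 fold changes kept a rho of 0.967 with those before drawing, so the depth does not account for a rho of 0.263. After the correction of GC content and length the rho was 0.284. That correction changed the rho of the log2 fold change with GC content from 0.266 to -0.0228 and with length from -0.360 to 0.0119 across 12091 protein-coding genes, so these properties do not fully explain the difference. Without the 15 genes with the highest counts in each sample, 27 of the 50 genes passed the threshold where 26 had. That test used a scale of median ratios that so few genes hardly move, so it cannot decide. A few genes with many counts scale the others alike, which hardly changes their order or the spread among subunits of a complex. The rho of 0.263 and the pooled SD within complexes, 1.66 against 0.129 in thinned MEF reads, argue against this explanation. Counts of genes apart from MEFs do not bear on the distance to Table S1, since an ESC library would differ from MEFs in any case. OG2 MEF reads thinned to the depth of the library labelled ESC differed from the full sample at 80 genes, and the genes of the library labelled ESC past the threshold were 8697 without the highest genes and 8769 after the correction.

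Reads from genomic DNA would fall on receptor genes that fibroblasts do not use. Of 1312 olfactory and vomeronasal receptor genes, 7 had a count in the library labelled ESC, 8 in OG2 MEFs and 12 in ICR MEFs, at different depths. In 100 thinnings of each MEF sample to the depth of the library labelled ESC, from 2 to 7 of these genes had a count in OG2 MEFs and from 4 to 11 in ICR MEFs, so their number was within that range. The library labelled ESC had 707 counts on them, 535 of these on a single gene, against 47 and 63 in OG2 and ICR MEFs. Genes annotated as TEC, which await experimental evidence, took 0.637% of its counts against 0.0303% in OG2 and 0.0517% in ICR MEFs, sense-intronic genes 0.0437% against 0.00278% and 0.00462%, and antisense genes 0.468% against 0.0780% and 0.0981%. The number of receptor genes was within the range of the thinned MEF samples, while the counts on them and the shares of these classes were larger, so genomic DNA was left undecided and the difference cannot be told apart from it.

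RNA of MEFs mixed into the library would leave genes at a common share of their MEF level. Col1a1 stood at 6.41% and Col1a2 at 5.46% of it, and the latter is 37.6 times the share of Igf2, 0.145%, so a uniform admixture does not account for the collagen counts.

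Subunits of a protein complex are made in similar proportions, and their ratio to MEFs gives a view of distortion from gene to gene. Over the 14 subunits of the 20S proteasome the SD of the log2 ratio was 1.19 in the library labelled ESC and 0.144 in thinned OG2 MEF reads against ICR MEFs. Over the 8 subunits of the CCT chaperonin these were 2.30 and 0.095. Cct6a had 6 counts in the library labelled ESC against 1258 and 1062 in OG2 and ICR MEFs, while Cct7 had 2842 against 2277 and 1734. The matched transcripts of Cct6a had a coding share of 0%, so its fall may stem from the annotation. That fall, a log2 ratio of -5.73, widens the CCT SD and the pooled SD. The other CCT subunits ran from -1.50 for Cct2 to 2.01 for Cct7. The pooled SD was 12.9 times that of thinned MEF reads, which is consistent with a library-wide distortion, such as heavy loss of RNA or reads from another organism. If reads of another organism were the source, the difference from MEFs would rise with the coding share of the transcript, since coding sequence is conserved. With the ranks of GC content and length removed, the partial rho with the coding share was -0.0799 over 12091 genes. It was -0.0243 between OG2 and ICR MEFs, and -0.0212 with coding isoforms alone. No rise beyond GC content and length was therefore seen. The difference had a rho of 0.266 with GC content and -0.360 with length. A rise shared with these properties would have been removed, so this test cannot decide. The coding share is an indirect measure and no genome of another organism was used here. Only 2 of the 22 subunits are among the Table S1 genes read, so the same ratio was not tested in the paper's mESCs.

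Of the ribosomal protein genes analysed, some took a larger share of the counts in the library labelled ESC than in OG2 MEFs, with Rplp1 at 2.48% against 0.207% in OG2 MEFs, Rplp2 at 1.97% against 0.0749% and Rplp0 at 1.43% against 0.261%.

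For transporters of ascorbate and dehydroascorbate, the paper's claims are about day 6 of reprogramming, and the values in MEFs and the library labelled ESC are given here only. Slc2a1 (Glut1) had 478 and 486 counts in OG2 and ICR MEFs and 21 in the library labelled ESC, and Slc2a3 (Glut3) had 54, 67 and 39. The log2 fold change was -2.49 for Slc2a1 and 1.25 for Slc2a3, which reversed to -0.79 with TPM. Slc2a2 (Glut2) had 0 counts in all 3 libraries, and Slc2a4 (Glut4) had 7, 10 and 0. Slc23a1 (Svct1) had 2, 0 and 20 counts, and Slc23a2 (Svct2) had 136, 134 and 1. The RA-degrading gene Cyp26a1 had 0 counts in all 3 libraries and Cyp26b1 had 25, 31 and 15. At these unequal depths the log2 fold change of Cyp26b1 was 0.93, which reversed to -0.34 with TPM.

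For genes of the mesenchymal-epithelial transition, Zeb1 was lower in the library labelled ESC by a log2 fold change of -2.50, and Twist1 had 254, 252 and 32 counts in OG2 MEFs, ICR MEFs and the library labelled ESC. Snai1 (-2.89), Snai2 (-2.16), Twist2 (-2.35), Vim (-1.14), Fn1 (-4.88), Col1a1 (-3.51) and Col1a2 (-3.74) were also lower under each alternative tried. Zeb2 (-0.62) was higher after the correction of GC content and length, at 0.52, and Cdh2 (0.11) changed sign to -0.18 with full-quantile normalization and -1.60 with TPM. Of the epithelial genes, Cdh1 had 2 counts, Epcam 11, Krt8 177 and Cldn6 0 in the library labelled ESC. Among neural genes, Nes had 965, 1023 and 685 counts in OG2 MEFs, ICR MEFs and the library labelled ESC, Prom1 had 15 in each, and Pax6 had 2, 0 and 7. Since the depths differ, the log2 fold change was 1.41 for Nes, 1.64 for Prom1 and 2.37 for Pax6. For Nes it reversed to -0.12 with TPM.

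Xist had 790 counts in OG2 MEFs, 848 in ICR MEFs and 394 in the library labelled ESC. The Y-linked genes Ddx3y (110, 278 and 61 counts), Eif2s3y (80, 188 and 21), Kdm5d (64, 94 and 17) and Uty (64, 99 and 43) had counts in the same 3 libraries, so transcripts of both kinds were present in each of them. No explanation of this was tested.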
